A study of Homo sapiens with 8 samples. Its data were reported in "Enhancer remodeling promotes tumor-initiating activity in NRF2-activated non-small cell lung cancers" (2020).

How the data were processed

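H3K27ac, the acetylated form of histone H3 that marks active enhancers and promoters, was mapped by chromatin immunoprecipitation and sequencing in A549 cells, a human lung adenocarcinoma line. Cells had received control siRNA or an siRNA against NRF2. Per the labels, 3 libraries were control siRNA and 3 were NRF2 siRNA, and 2 different NRF2 siRNAs were used: siRNA 28 in replicate 1 and siRNA 30 in replicates 2 and 3. The 2 input samples had no file here and were not analysed.

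The authors aligned single-end reads to hg19 with Bowtie2, dropped reads of low mapping quality with SAMTools, called broad peaks with MACS2 and took out peaks in the ENCODE blacklist. Peaks were called in each library on its own, not on pooled libraries. Each deposited list gives a position for every peak, an integer score made by the peak caller, the fold enrichment over background as a ratio, and a p-value and a q-value as −log10. The lists hold no read counts, and the read depth of the libraries was not used, so no interval that needs depth is given. The smallest −log10 q-value in a list lay between 1.01 and 1.02. Because a longer list can reflect a deeper library as well as more acetylation, no peak's fold value was compared between lists. The fold enrichment is the authors' own value and was used to rank or filter peaks within a list. The share of peaks at 5-fold or more does set the same limit in every list. The study does not state whether an input library served as the background for the fold enrichment, or which one for which list.

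Chromosome names and lengths were compared with a GRCh37 sequence: all 24 chromosomes with peaks were found there and 0 had a peak past its end. Of 202238 peaks, 136 lay on 10 unplaced contigs. Genes, exons and transcript starts came from GENCODE lifted to GRCh37, and all 38 genes of the gene lists were found in it. The lists, 30 specific and 8 canonical genes, are those that could be read from the study's text, and cover only part of the lists it describes.

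Peaks of all 6 lists were merged into regions where they overlapped by at least 1 base. A library called a region when it had a peak in it. One-sided regions were called in all 3 libraries of one group and 0 of the other. For the rank comparison, regions called in at least 3 of the 6 libraries were ranked in each library by their highest fold enrichment, regions a library had not called took the tied lowest rank, and ranks were turned into normal scores (the value a standard normal distribution has at that rank). Scores were compared with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05. Gene lists were tested with camera at its preset correlation, and with fry, on regions in the gene or within 20 kb. Values with a single number per library were compared by exact permutation tests, two-sided unless stated, whose smallest p with 3 against 3 libraries is 0.1. Motif densities were compared by permutation over regions (100000 resamples). Other steps used Python 3.11.15, scipy 1.17.1, statsmodels 0.14.6 and pysam 0.24.0.

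The limma step was tested on simulated scores for the comparison of NRF2 siRNA with control siRNA, over 32673 regions of which 200 were shifted. It recovered 63% of shifts of 2 score units with 3 false calls, and 0% of shifts of 1 unit with 0 false calls. With 200 shifted regions the test therefore has little power for shifts of 1 unit or less at this spread. Other numbers of shifted regions were not simulated, and the adjusted p depends on that number.

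Libraries share replicate numbers, and same-numbered libraries deviated together from their group means across regions (r = 0.398, 0.199 and 0.363 for pairs 1, 2 and 3). A difference between replicate 1 and the others in both groups could give such values as well. Libraries of different numbers were not compared in this way, so a pairing within replicates 2 and 3 is not shown. The pairing comes from the numbers in the sample titles. The fit with the replicate as a block was an alternative. Peak names in replicates 2 and 3 of both groups carry a flow cell identifier that those of replicate 1 lack. Replicate 1 was therefore treated as a separate technical batch. It is also the only pair with siRNA 28, so batch and siRNA cannot be told apart.

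The regions named in the text were chosen by a rule: the 5 largest mean falls and 5 largest mean rises in score among regions past the threshold that moved the same way in all 3 pairs, the region 5 to 15 kb upstream of NOTCH3, and the best-ranked region near each of a fixed set of genes. Groups, tests, this rule and most alternatives were fixed before the data were examined. Alternatives were equal list lengths (the 23885 peaks of highest fold in each list), a q-value of at most 1e-05, other merging and overlap rules, other region filters, and leaving out each library. The fits with an estimated correlation, those with both the replicate block and equal list lengths, the similarity between libraries of different numbers alone, and the values over a choice of pairs were added after the data were seen.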

Results

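To ask how much of the H3K27ac landscape of A549 cells depends on NRF2, a transcription factor that is persistently active in this lung cancer line, peak lists from 3 control siRNA and 3 NRF2 siRNA libraries were compared. The control lists held 27941, 34747 and 41571 peaks, with a mean of 34753 ± 6815 (SD, n = 3). The NRF2 siRNA lists held 23885, 34986 and 39108 peaks, with a mean of 32660 ± 7874 (SD, n = 3). The difference of the means was smaller than the spread between replicates (exact permutation test, p = 0.8). Leaving out NRF2 siRNA replicate 1, the shortest list, turned the difference from -2093 to 2294 peaks. Peaks covered 87.7 ± 24.4 Mb in control and 78.9 ± 30.1 Mb in NRF2 siRNA libraries (SD, n = 3 each; exact permutation p = 0.7). The share of peaks at 5-fold enrichment or more was 34.8% ± 3.93 in control and 32.0% ± 6.56 in NRF2 siRNA libraries (SD, n = 3 each; exact permutation p = 0.6). With 3 libraries against 3, no such test can give a p below 0.1. Paired by replicate number, covered length was lower with NRF2 siRNA in all 3 pairs (-18.4, -0.198 and -7.65 Mb; exact paired permutation p = 0.25, the smallest that 3 pairs can give). Peak number and 5-fold share were lower in pairs 1 and 3 and higher in pair 2 (exact paired permutation p = 0.5 for each).

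Between groups, the overlap of whole peak sets was higher on average for libraries that share a replicate number. A dependence on the group itself was not resolved. The mean Jaccard index, the shared length divided by the combined length, was 0.610 within control libraries and 0.539 within NRF2 siRNA libraries. It was 0.626 between libraries of different groups with the same replicate number and 0.528 between those with different numbers. Control replicate 1 overlapped NRF2 siRNA replicate 2 (0.564) more than NRF2 siRNA replicate 1 (0.536). Among replicates 2 and 3 the index was 0.668 and 0.675 with the same number and 0.652 and 0.600 with different numbers. Much of the gap between the means may thus come from replicate 1. The mean within groups exceeded the mean between groups by 0.0136, and 4 of the 10 splits of the libraries gave a difference as large (exact permutation test, one-sided, p = 0.4). This test counts the pairs of libraries that share a number as between groups, which works against a difference. Between libraries of different numbers alone, in a test chosen after the data were seen, the mean was 0.574 within groups and 0.528 between them. The difference of 0.0465 was the largest of the 4 splits that part every pair (exact permutation p = 0.25, the smallest that 4 splits can give).

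Merging the 6 lists gave 49186 regions, of which 16845 were called in all 6 libraries. A total of 1118 regions were called in every control and no NRF2 siRNA library, and 408 in every NRF2 siRNA and no control library. The control side thus held 73.3% of the one-sided regions (95% Wilson interval 71.0 to 75.4%, which covers counting error only). This share varied between pairs. It was 70.8% in pair 1, 48.1% in pair 2 and 60.8% in pair 3, and 52.2% over pairs 2 and 3 together, with 2346 regions on the control side and 2149 on the other. Without NRF2 siRNA replicate 1 it was 36.2%. With all lists cut to the same length, 1014 regions were on the control side and 610 on the other, a share of 62.4%. The share was then 52.4% over pairs 2 and 3 together. In single pairs it was 55.8, 49.6 and 52.0%, but with lists of equal length a share near 50% in a single pair follows largely from construction.

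**Figure D1:**
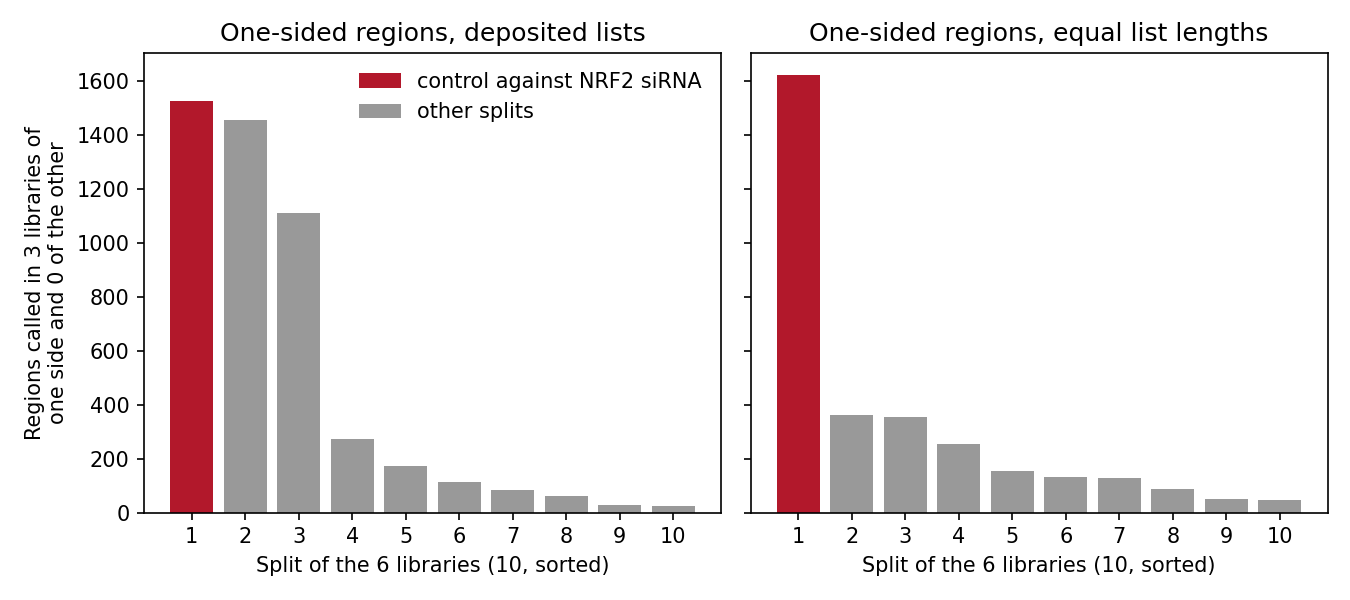
Number of one-sided regions (y axis, regions called in all 3 libraries of one side and 0 of the other) for each of the 10 splits of the 6 libraries (x axis, sorted by height), with the deposited lists on the left and equal list lengths on the right. The split into control and NRF2 siRNA, in red, gave 1526 regions with the deposited lists, against 1457 for the next split, and 1624 with equal lengths, against 362.

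Regions were then compared by their rank of enrichment within each list. Of 32673 regions called in at least 3 libraries, 1108 had a lower rank and 657 a higher rank in NRF2 siRNA libraries at a Benjamini-Hochberg adjusted p under 0.05 in limma. All of them moved the same way in the 3 pairs. With the replicate number as a block, 2164 were lower and 1867 higher. With equal list lengths, 1322 were lower and 1185 higher, so that the lower side fell from 62.8% to 52.7% of the calls. The calls depended on single libraries: without control siRNA replicate 2 there were 0 calls in either direction, although 6035 regions had an unadjusted p under 0.05, against 7360 with all libraries.

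The change in score in the siRNA 28 pair correlated with the mean change in the siRNA 30 pairs across these regions (Pearson r = 0.538, Spearman rho = 0.478). Regions are not independent replicates, so no p-value is given. The correlation was 0.490 between pairs 1 and 2, 0.505 between pairs 1 and 3, and 0.708 between pairs 2 and 3, which share an siRNA and a batch. In a model with a term for the difference between siRNA 28 and siRNA 30, 0 regions passed the threshold, and 5041 had an unadjusted p under 0.05. This model leaves 1 residual degree of freedom.

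None of the 5 regions with the largest falls held a transcription start of a coding gene. In hg19 coordinates, an intergenic region at chromosome 2, 241324161 to 241330486, fell by 3.01 score units (SE 0.365, limma adjusted p = 0.00692). The nearest coding start, that of GPC1, was 44594 bp away. An intergenic region at chromosome 4, 100366373 to 100370254, lay 9706 bp from the start of ADH7 and fell by 2.86 (SE 0.304, adjusted p = 0.00628). It stood between percentiles 90.0 and 92.2 of the control lists and was called in 0 NRF2 siRNA libraries. The others were a region at chromosome 2, 29024514 to 29027306, that overlaps exons and a UTR of PPP1CB or SPDYA, a region in an intron of FAM20B at chromosome 1, 179027485 to 179032685, and a region in an intron of SLC7A14 at chromosome 3, 170223694 to 170225452. Their scores changed by -2.82, -2.81 and -2.79. These regions were called in 0, 0 and 1 NRF2 siRNA libraries. A library that did not call a region gave it the tied lowest rank, so the size and SE of such changes rest partly on that floor. Without control siRNA replicate 2, the adjusted p of all 5 lay between 0.0504 and 0.0543.

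The largest rises were smaller. A region at chromosome 11, 134799502 to 134801798, was called in 3 NRF2 siRNA and 0 control libraries and rose by 2.47 score units (SE 0.303, limma adjusted p = 0.00733). A second region beside it, 134793800 to 134796605, rose by 2.17 (adjusted p = 0.0368). Both were intergenic. The remaining rises were 2.35 in an intron of NTSR1 (chromosome 20, 61370311 to 61373101), 2.12 at exons and a UTR of AMHR2 (chromosome 12, 53820123 to 53823874) and 2.09 in an intron of GREB1L (chromosome 18, 18970388 to 18972906). The regions at NTSR1 and GREB1L were also called in 0 control libraries, so their rises start from the tied lowest rank. Without control siRNA replicate 2 none of the 5 passed the threshold (adjusted p from 0.0521 to 0.120). The rises at AMHR2 and GREB1L also fell short without NRF2 siRNA replicate 2 or control siRNA replicate 3 (adjusted p from 0.0612 to 0.0634). With one library left out, the second region on chromosome 11 passed only without control siRNA replicate 1 (adjusted p = 0.0220), and its adjusted p lay between 0.0609 and 0.143 in the others.

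The intergenic region upstream of NOTCH3 (chromosome 19, 15320011 to 15323763) begins 8205 bp from the start of the gene. It was called in all 6 libraries. Its percentile within the list was 92.3, 87.3 and 84.3 in control libraries and 34.0, 48.8 and 37.5 in NRF2 siRNA libraries, a mean of 88.0 ± 4.06 against 40.1 ± 7.76 (SD, n = 3 each). The groups did not overlap, and the exact permutation p of 0.1 is the smallest the design allows. In limma its score changed by -1.301 (SE 0.274, adjusted p = 0.0309). The changes in pairs 1, 2 and 3 were -1.34, -1.17 and -1.40. The adjusted p was 0.0219 without NRF2 siRNA replicate 1 and between 0.0701 and 0.110 when any other library was left out. In these fits the change ran from -1.467 to -1.086. With all 6 libraries, the limma adjusted p was 0.00791 with the replicate number as a block and 0.0203 with equal list lengths.

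**Figure D2:**
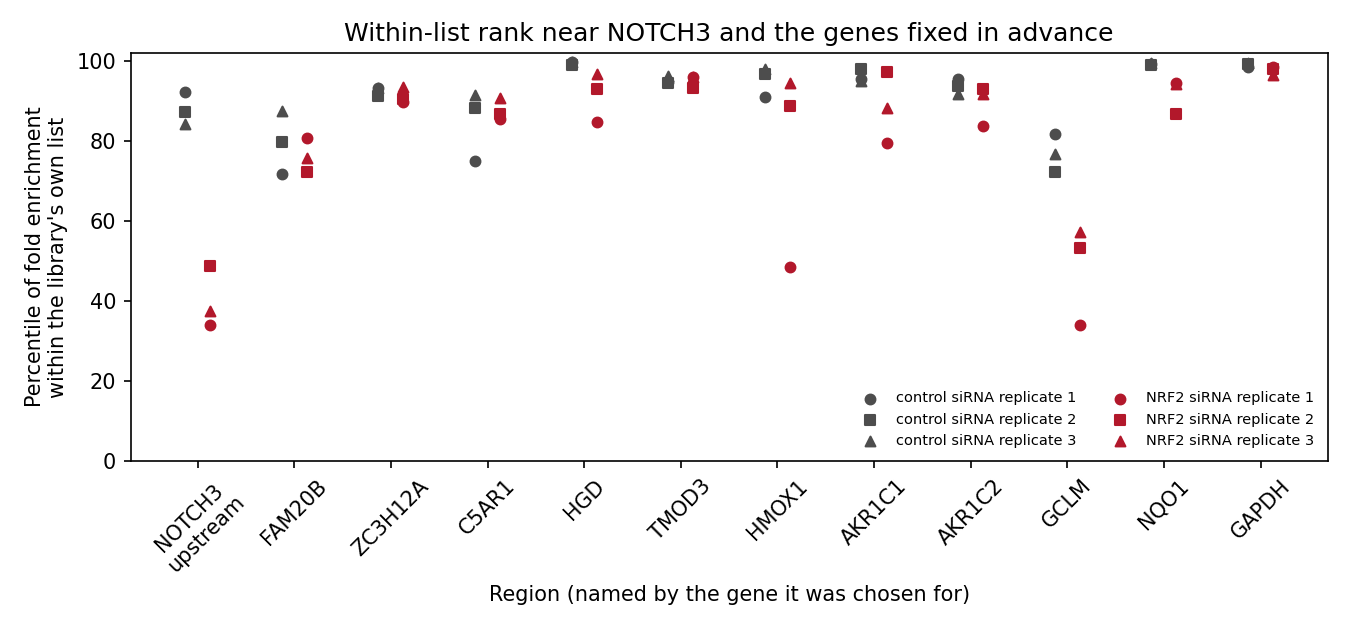
Percentile of fold enrichment within each library's own list (y axis) for the region upstream of NOTCH3 and the best-ranked region near 11 genes (x axis), with control siRNA in grey, NRF2 siRNA in red and a marker shape per replicate. At NOTCH3 the control libraries lie between 84.3 and 92.3 and the NRF2 siRNA libraries between 34.0 and 48.8.

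Of the best-ranked regions near the 11 genes, only that at HGD (chromosome 3, 120394607 to 120403464, with exons and the start of the gene) passed the threshold. It fell by 1.03 (SE 0.229, limma adjusted p = 0.0360), and its adjusted p lay between 0.0541 and 0.142 when any library was left out. The region at the start of NQO1 (chromosome 16, 69753603 to 69764331) fell by 0.94 with a limma adjusted p of 0.0510. With the replicate number as a block its adjusted p was 0.0223, with equal list lengths 0.0319, and over all alternatives it ran from 0.0085 to 0.196. Those chosen for HMOX1, AKR1C1 and GCLM fell in all 3 pairs without passing it (adjusted p = 0.203, 0.405 and 0.126). With both the replicate block and equal list lengths, HMOX1 and GCLM did pass it (adjusted p = 0.0404 and 0.0278; over all alternatives from 0.0404 to 0.421 and from 0.0278 to 0.309). The region chosen for HMOX1 overlaps that gene and holds the start of MCM5. That for GCLM lies at the start of DNTTIP2, that for C5AR1 in CCDC9 and that for AKR1C2 in AKR1C3. At FAM20B the best-ranked region was the promoter, which changed by -0.10 (adjusted p = 0.851), unlike the intronic region above. The regions at ZC3H12A, TMOD3 and GAPDH did not pass the threshold either (adjusted p = 0.948, 0.946 and 0.405). Best-ranked means the highest mean rank over all 6 libraries, which favours regions strong in both groups over those lost on knockdown. The paper measured H3K27ac at chosen enhancer sites of several of these genes by PCR. Whether the regions named here hold those sites was not checked, so they do not test that result.

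Both gene lists are only part of the study's own. The 8 canonical genes are those that its text names, some of them as examples of NRF2 targets, and not a random part of its list. Their values may therefore not stand for the full list, which limits a comparison of the 2 sets. Regions near 8 canonical NRF2 genes moved down as a set. Of 32 regions, 28 had a lower score in NRF2 siRNA libraries. Their median change was -0.63 (limma camera, adjusted p = 2e-07 over the 2 lists). It was -0.62, -0.53 and -0.51 in pairs 1, 2 and 3. For the regions near 30 of the genes that the study calls specific to NRF2-activated lung cancer, 57 of 91 were lower. Their median change was -0.12 (limma camera, adjusted p = 0.0024 over the 2 lists), and -0.11, -0.14 and -0.31 in the pairs. Both sets passed under limma's fry (adjusted p = 0.0079 and 0.0170), but with one library left out the specific set passed in 2 of 6 fits (adjusted p from 0.0085 to 0.0690) and the canonical set in 6 of 6 (from 0.0085 to 0.0449). Neither passed limma's camera with an estimated correlation (adjusted p = 0.116 and 0.144). With the replicate block as well, the canonical set passed narrowly (adjusted p = 0.0491; over all settings from 0.0491 to 0.218) and the specific set did not (0.0764). Over all regions tested, 3 of the canonical set were called lower and 0 higher, and 7 of the specific set lower and 2 higher. Adjusted over the list alone, 14 and 0 of the canonical set and 15 and 2 of the specific set were called. Over all regions tested, the replicate block gave 10 and 0 of the canonical set and 19 and 2 of the specific set. Leaving out control siRNA replicate 2 gave 0 of each. Leaving out NRF2 siRNA replicate 1 gave 6 and 0, and 14 and 3.

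Antioxidant response elements, the sequence RTGASNNNGC bound by NRF2 with a small MAF protein, were counted in the one-sided regions. There were 0.828 per kb in regions called only in controls and 0.311 per kb in regions called only in NRF2 siRNA libraries (permutation test over regions, p = 1e-05, the smallest that 100000 resamples can give). Regions are not independent replicates. The same pattern read backwards gave 0.0816 and 0.0741 per kb (permutation p = 0.576). At least 1 site was present in 83.9% of 1116 control-side regions and 40.9% of 408 regions on the other side. With equal list lengths the difference moved from 0.517 to 0.331 per kb.

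**Figure D3:**
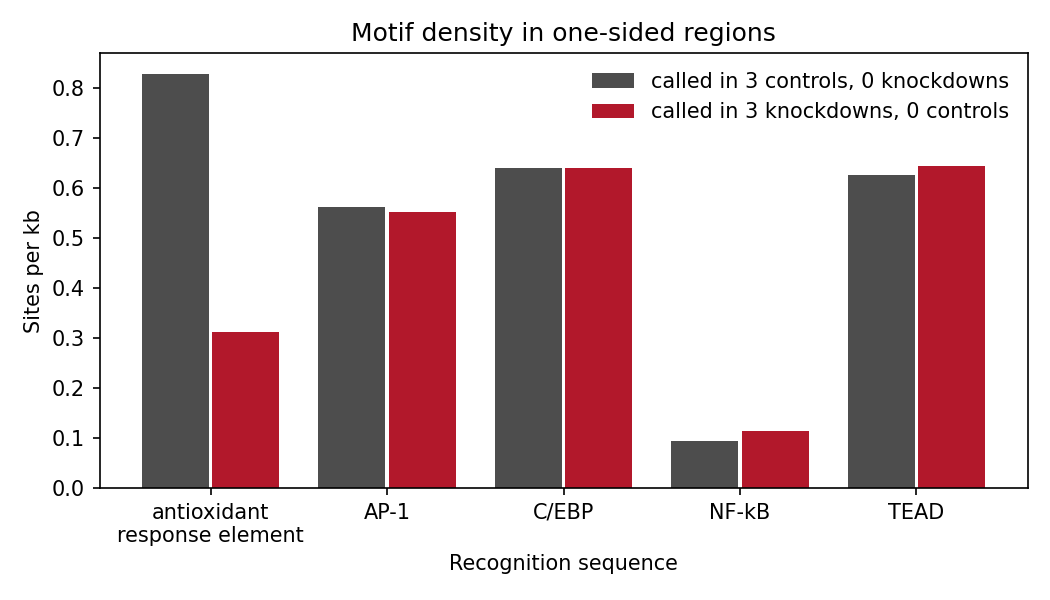
Sites per kb (y axis) of 5 recognition sequences (x axis) in regions called in 3 control and 0 NRF2 siRNA libraries, in grey, and in 3 NRF2 siRNA and 0 control libraries, in red, each bar being all sites over the total length of the set. The response element stands at 0.828 against 0.311 per kb, and AP-1 at 0.563 against 0.553.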

Values the study reported

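The study called an H3K27ac signal NRF2-dependent when its log2 ratio, knockdown over control, was below −0.5. It regarded 21 of 36 effector genes specific to NRF2-activated NSCLC, and 77 of 87 canonical ones, as direct targets of NRF2. That call also required NRF2 binding, taken from ENCODE data, and did not rest on H3K27ac alone.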

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

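The fits with an estimated correlation, the fits with both the replicate block and equal list lengths, the similarity between libraries of different numbers alone, and the values over pairs 2 and 3 alone were chosen after the data were seen. Where no cause is given for a change below, the cause was not tested.

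The differences in peak number, covered length and 5-fold share passed no threshold under any setting. Across the 6 tests that each left out one library, they ran from -5499 to 2294 peaks, from -22.1 to 7.56 Mb and from -4.93 to 0.974 percentage points. They turned positive without NRF2 siRNA replicate 1 (2294 peaks, 7.56 Mb, 0.974 points), and peak number and covered length also without control siRNA replicate 3 (1316 peaks, 4.08 Mb). The similarity difference became -0.00202 with a q-value of at most 1e-05 and ran from -0.0079 to 0.0464 with one library left out, at -0.00790 without control siRNA replicate 2 and -0.00658 without control siRNA replicate 3. Between libraries of different numbers alone it was 0.0465.

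With a q-value of at most 1e-05 the one-sided regions fell to 428 on the control side and 90 on the other, a share of 82.6%. Equal list lengths gave a share of 62.4% and pairs 2 and 3 alone 52.2%. With one library left out the control side ran from 1153 to 2302 regions, the other side from 465 to 2036, and the share from 36.2 to 83.2%. It reversed only without NRF2 siRNA replicate 1 (36.2%). Leaving out a library also loosens the rule for its own group, from 3 libraries to 2, so part of such a change follows from construction.

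The rank calls varied most. The replicate block gave 2164 lower and 1867 higher, and with equal list lengths as well 2041 and 2151. Regions called in all 6 libraries gave 369 and 341, with fewer regions tested. Equal list lengths gave 1185 higher, and eBayes with trend and robust options 1175 higher. With one library left out the lower calls ran from 0 to 1715 and the higher calls from 0 to 880, with 0 of each without control siRNA replicate 2. Among the named regions, the replicate block moved NQO1 past the threshold (adjusted p = 0.0223) and changed no other call. With equal list lengths as well, it moved NQO1, HMOX1 and GCLM past it (adjusted p = 0.0159, 0.0404 and 0.0278).

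The median change near canonical genes ran from -0.69 to -0.45 with one library left out, and near specific genes from -0.18 to -0.10. With regions within 5 kb of the gene the medians were -0.68 and -0.21, and within 100 kb -0.37 and -0.12. With camera at its preset correlation both kept their direction and side of the threshold in every setting run. With an estimated correlation the medians of -0.63 and -0.12 had p = 0.0581 and 0.144, before adjustment over the lists, and adding the replicate block gave p = 0.0246 and 0.0764. With fry the specific list fell short of the threshold in 4 of the 6 tests that each left out one library (adjusted p of 0.0520, 0.0564, 0.0620 and 0.0690). The NOTCH3 percentile difference ran from -52.2 to -44.8 with one library left out and was -61.8 with equal list lengths. The siRNA correlation stayed between 0.478 and 0.580, and the response element difference kept its sign and threshold in all 4 alternatives.

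Among the named regions, 29 values became weaker, 8 stronger and 7 changed sign. All 7 were far from the threshold: FAM20B at 0.0027 without NRF2 siRNA replicate 3 (lowest -0.289 with a library left out); ZC3H12A at 0.066 with the length-weighted mean fold, 0.024 without NRF2 siRNA replicate 2 and 0.055 without control siRNA replicate 1 (lowest -0.079 with a library left out); and TMOD3 at -0.23 with the length-weighted mean fold, -0.091 without NRF2 siRNA replicate 1 and -0.0039 without control siRNA replicate 2 (highest 0.138 with a library left out). Read depth was not used.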

Other observations

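The tests of other splits, list length, the choice of pairs and GC content against the response elements were chosen after the results they bear on had been seen. The motif tests were fixed before theirs were run.

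Only 1 of the 10 splits of the 6 libraries, the real one, gave as many regions with a changed rank (1765; every other split gave 0), as many one-sided regions, or as small a camera p for either gene list. With 10 splits such a share is never below 0.1, so chance cannot be ruled out this way. The 4 splits that part every pair are the closer comparison, and the other 3 gave at most 63 one-sided regions against 1526. Near the specific genes the separation was thin, since another split, which parts only 1 pair, gave a camera p of 0.00458 against 0.0024. The median change near these genes was larger in size for that split, at -0.19 against -0.12 for the real one. With equal list lengths 3 of the 10 splits gave a camera p as small for these genes: the real one (0.0250), one that parts 1 pair (0.00707) and one that parts all 3 (0.0166).

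The excess of one-sided regions on the control side may come largely from the replicate 1 pair, whose knockdown list is the shortest. The control share was 52.2% over pairs 2 and 3 alone, against 71.0% over pairs 1 and 2 and 73.4% over pairs 1 and 3. With equal list lengths the shares over these choices of pairs were 52.4, 59.7 and 60.3%, so the gap was smaller. Whether list length is the cause stays open. Equal lengths left the share over all pairs at 62.4%, but 3 of the 4 splits that part every pair, the real one included, were as uneven, although the others held only 47 and 51 regions. The batch, siRNA 28 and that library's own quality cannot be told apart, as all 3 belong to this pair alone. Read depth, not used here, is a further candidate. The paper reports fewer mapped reads for both libraries of this pair than for the other ChIP libraries. Within the pair it reports slightly more for the NRF2 siRNA library, whose list is the shorter.

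A candidate explanation for the response elements is that regions losing H3K27ac on knockdown hold NRF2 binding sites. The difference of 0.517 per kb was absent for the backward pattern. That pattern was much rarer in both sets, at 0.0816 and 0.0741 per kb, so it is not a matched background and weighs little. Neither GC content nor list length accounts for all of the difference in response elements. With the regions parted into 5 classes of GC content the difference was at least 0.376 per kb in each class, and with equal list lengths it was 0.331 per kb. Regions called in all 6 libraries held 0.427 per kb, between the 2 one-sided sets. Within batches the densities were 0.513 against 0.381 per kb in pair 1 and 0.775 against 0.372 per kb over pairs 2 and 3. No NRF2 binding data were used here, so binding itself was not tested, and the choice of regions rests on the same libraries.

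In total counts, other recognition sequences gave no such difference. Adjusted p-values over 4 motifs were 0.995 for AP-1, 0.995 for C/EBP, 0.860 for NF-kB and 0.995 for TEAD. AP-1 shares part of its sequence with the response element and stood at 0.563 and 0.553 sites per kb, a difference of 0.0102. Its total includes response elements, as TGASTCAGCA, an alternative pattern for the element, always contains the AP-1 sequence TGASTCA. That pattern was more frequent on the control side by 0.293 per kb. This leaves fewer AP-1 sites per kb outside the pattern on that side, though they were not counted on their own. GC content did differ between the sets, by 1.53 percentage points in the median (permutation test over regions, p = 0.0004), without a matching difference in the total counts of these 4 motifs. Regions at a transcription start numbered 67 of 1116 on the control side and 16 of 408 on the other (Fisher's exact p = 0.126), so a difference between promoter and distal regions was not resolved.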
